A study of Mus musculus with 5 samples.

How the data were processed

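Total RNA of mouse mitral valve leaflets was extracted on RNeasy columns and treated with DNase, and libraries were made with the SMART-Seq v4 kit for low amounts of RNA, per the labels' protocols. This kit amplifies full-length cDNA and does not mark the strand, so reads of overlapping or antisense genes cannot be told apart. Reads of close paralogs and of genes with processed pseudogenes, such as ribosomal protein genes, may have been split or lost in the counting, and their values are uncertain to that extent. FastQC 0.11.5, cutadapt 1.11, HTSeq and DESeq2 and the builds mm10 and GRCm38 are named in the submitters' processing notes. The aligner, the annotation and the order of these steps are not given in the sources used here.

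The deposited table holds 24062 genes with raw counts per library, which are whole numbers that sum to between 23361414 and 53789026. It also holds the authors' comparison of KO with WT per the file headers: a mean signal of normalized counts over the 5 libraries, a log2 fold change with its standard error, a test score (the fold change divided by its standard error), and a p-value with its adjusted form. Per the values, the authors' log2 fold changes match those of DESeq2 with a prior on fold changes. A rerun of that form on the deposited counts gave log2 fold changes within 0.05 of the authors' for 16261 of 17148 genes (Pearson correlation across genes 0.999). All values called the authors' come from that table.

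Groups were taken from the library titles, 2 WT and 3 KO. The titles of WT replicate 1 and KO replicates 1 and 2 share a code, which no label calls a litter or batch, so it entered as an alternative and not as a covariate. Replicates are numbered in order of deposit and pair no samples. No pair of libraries agreed within sampling noise. The Pearson correlation of log2 CPM between libraries lay between 0.709 (WT replicates 1 and 2) and 0.855 (KO replicates 1 and 2).

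Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, which left 14244 of the 17148 genes with a read. Libraries were scaled by TMM, with factors between 0.837 and 1.073, and groups were compared by a two-sided quasi-likelihood F test with robust estimation. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. A standard error (SE) given with a fold change is not to be read on a normal scale, since 5 libraries leave few degrees of freedom. Tnc, with a log2 fold change of 3.75 (SE 0.51), had an unadjusted p of 0.000275 in this F test. Levels are TMM-scaled CPM. The 10 most abundant genes took between 3.75 and 8.92% of reads in a library. Poisson intervals at 95% and floors cover counting error only, since amplified reads without molecular identifiers are not independent molecules. Where a group had 0 reads the fold was computed against a floor of 3 counts over the group and is given as a lower bound. Where it had 1 to 3 reads the ratio is given with its counting interval.

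Before the data were examined 32 gene lists were fixed, of which 31 had at least 3 genes tested. Lists were compared with all other genes by camera in limma 3.58.1 with a preset correlation of 0.01, adjusted over the 31 lists, and this called 11, 9 higher and 2 lower in KO. With an estimated correlation 0 were called (smallest adjusted p = 0.315). A call lost in this form does not by itself show correlation between genes. The chondrogenic and osteogenic list had an estimated correlation of -0.0005, below the preset one. Its unadjusted camera p still rose from 0.000308 to 0.0305. Other lists had estimates up to 0.964 (oxidative phosphorylation). fry, which asks whether the genes of a list move one way on balance, also called 0 (smallest adjusted p = 0.159). Adjusted over the list alone, genes passed only in the lists for which a count is given. In the fit to all 5 libraries, medians were the same with genes that had no read in a group placed at their bounds. That was not checked in fits without a library. Genes tested there differed, with 15340 without WT replicate 1 and 15254 without WT replicate 2, so list medians can cover other genes. Fits without a WT library, or on the shared title code, hold 1 WT library. Their p-values and calls contain no spread between WT libraries.

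The rule for named genes, fixed before the data were examined, took Ift88, the 12 called genes with the largest rise and the 12 with the largest fall, among those with a mean of at least 20 normalized reads and no overlap between groups, and up to 4 called members of each list or else the 2 with the smallest p. Since the fit called 0 genes, the same rule was also applied to the calls in the authors' deposited table, which was decided after the data were seen. Unnamed predicted genes (2 of the authors' calls) were left out. One result on a single gene is not reported here.

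Transcript length (the longest transcript of a gene), GC content and coordinates came from GENCODE M21 on GRCm38. Of the gene symbols 22750 matched directly and 935 through a synonym, 98.4% in all, and 99.2% of genes tested had a length. Length and GC trends were fitted per library by lowess with a span of 0.3 and removed through offsets. The median log2 fold change of all genes was -0.013 in the main fit and -0.107 with the length trend removed. List medians with that trend removed are relative to this baseline.

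The alternatives planned before the data were examined were DESeq2 1.42.0, its size factors or upper-quartile scaling in edgeR, no filter on low counts or a filter of 1 CPM in 3 libraries, the likelihood-ratio test, limma-voom, other thresholds, a mean of at least 20 normalized reads, each library left out in turn, and the 3 libraries with a shared title code. Added after the data were seen were a fit without robust estimation, DESeq2 with a prior on fold changes, the length and GC corrections, and reruns of the authors' form of DESeq2 without each library and on the filtered genes only. The quasi-likelihood test, both forms of DESeq2 and camera were tested on simulated counts for 14244 genes, with 100 of them changed 4-fold and 100 changed 16-fold, or with 1 list raised 4-fold for camera. Figures were drawn with matplotlib 3.10.9.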

Results

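RNA from mitral valve leaflets of mice was sequenced in 5 libraries, to see how loss of Ift88 alters the leaflet transcriptome. Ift88 encodes intraflagellar transport protein 88, a part of the machinery that builds cilia. The library titles name 2 libraries as wild type (WT) and 3 as knockout (KO), and these titles define the groups compared. The genotype descriptions state that every library came from an animal with the NfatC1Cre driver, which is active in the endocardial lineage. They give the floxed Ift88 allele to the WT group and the wild-type allele to the KO group, which is the reverse of the titles. Library totals were 31398065 counted reads for WT replicate 1 and 53789026 for WT replicate 2. The KO replicates 1, 2 and 3 had 31358092, 40272515 and 23361414. Between 13379 and 15212 genes had at least 1 read in a library. The labels do not say that the libraries came from separate animals, so the p-values measure only the spread between these samples, which may in part be technical. Fold changes are those of KO against WT in the edgeR fit unless the authors' deposited table is named.

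Ift88 was lower in every KO library than in both WT libraries. The gene lies on the plus strand of chromosome 14, at 57424062 to 57517936 in GRCm38. Its level was 7.54 CPM (TMM-scaled, 95% exact Poisson interval 6.52 to 8.66) in WT replicate 1 and 19.8 (18.7 to 21) in WT replicate 2. In KO replicates 1, 2 and 3 it was 3.0 (2.43 to 3.67), 3.92 (3.34 to 4.56) and 0.409 (0.196 to 0.753). The group means were 13.7 ± 8.68 (SD, n = 2) and 2.44 ± 1.82 (SD, n = 3). The log2 fold change was -2.48 (SE 1.13), which did not pass correction over all genes (adjusted p = 0.81, edgeR quasi-likelihood test), and it was -1.62 without WT replicate 2. In the authors' deposited table the log2 fold change of Ift88 was -1.45 (adjusted p = 0.375). The level thus went with the titles and against the allele names of the genotype descriptions. Which part of the gene was deleted is not given in the sources used here, so reads from exons outside it may remain among these counts. The driver is active in the endocardial lineage, so cells outside it may also keep the intact gene and add reads. How far each accounts for the Ift88 reads in KO was not tested.

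The 3 lists of collagens, of elastic fibre and matricellular proteins and of proteoglycans ranked higher in KO by camera with a preset correlation, and 0 of them passed with an estimated correlation (smallest adjusted p = 0.315) or by fry (0.159). Col1a1 and Col1a2, which encode the chains of type I collagen, had the values 39.7 and 46.3 CPM and 173 and 129 in WT replicates 1 and 2. In KO replicates 1, 2 and 3 Col1a1 stood at 319, 507 and 263 and Col1a2 at 866, 1018 and 737. Their log2 fold changes were 3.08 (SE 0.45) and 2.53 (SE 0.39). Tnc, which encodes the matricellular protein tenascin C, had the smallest p of all genes and stood at 7.23 and 3.92 CPM in WT and at 66.7, 66.2 and 91.0 in KO, a log2 fold change of 3.75 (SE 0.51). Hspg2, which encodes perlecan, a heparan sulphate proteoglycan of basement membranes, had a log2 fold change of 3.54 (SE 0.52). No gene passed the edgeR quasi-likelihood test, these included (smallest adjusted p = 0.81 over 14244 genes). The authors' deposited table has adjusted p-values of 1.21e-07 for Col1a1, 1.09e-07 for Col1a2, 2.86e-09 for Tnc and 1.21e-07 for Hspg2.

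**Figure D1:**
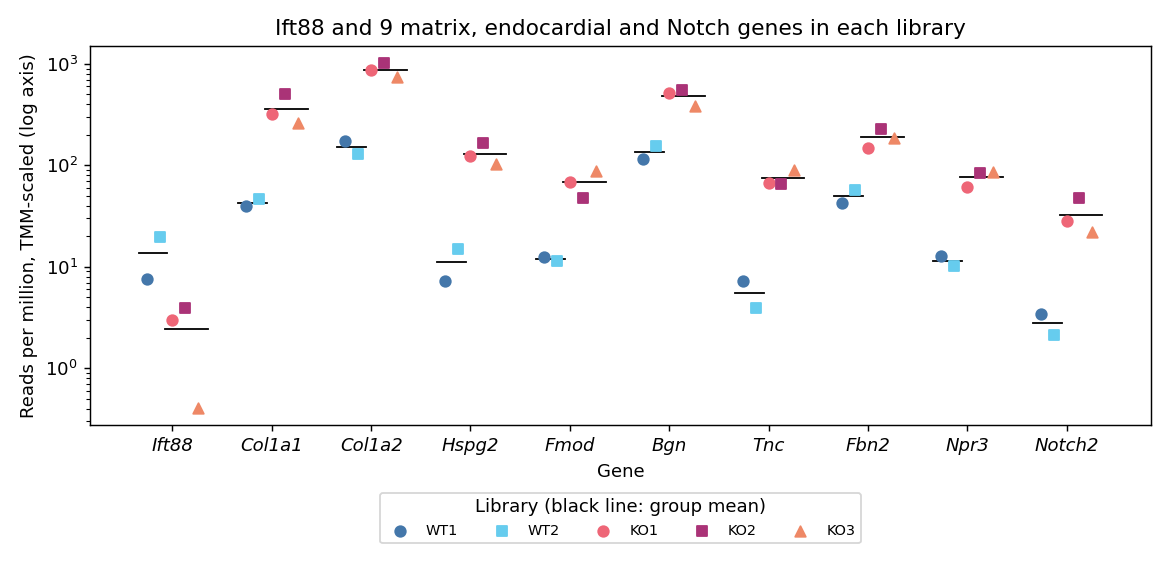
Level of Ift88 and of 9 genes of the matrix, endocardium and Notch pathway in each library, in TMM-scaled CPM on a log axis. Points are single libraries (WT replicates 1 and 2, KO replicates 1, 2 and 3) and black lines are group means, with no error bars. The KO libraries lie between 0.409 and 3.92 for Ift88, below both WT libraries, and between 263 and 507 for Col1a1, above both.

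Of 26 collagen genes tested, 23 had a positive fold change, and 16 were higher in every KO library than in both WT libraries. The list had a median log2 fold change of 1.91 and ranked higher in KO (camera with a preset correlation of 0.01, adjusted p = 6.4e-15). With an estimated correlation its adjusted p was 0.315. Adjusted over the list alone 11 collagen genes passed, against 0 over all genes tested, and 7 were called higher in the authors' deposited table. Among these, Col9a2 had no read in WT and was at least 199-fold higher in KO. Col5a3 had 1 read in WT, and the ratio of KO to WT was 606 (95% counting interval 108 to 23979). The median was 1.2 once each library's trend with transcript length was removed.

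Of 34 genes of elastic fibres and matricellular proteins, 31 had a positive fold change and 21 were higher in every KO library than in both WT libraries, with a median of 1.42 (camera, adjusted p = 2.6e-15, and adjusted p = 0.360 with an estimated correlation). Adjusted over the list alone 8 passed, against 0 over all genes tested, and 7 were called higher in the authors' deposited table. They include Fbn2, which encodes the microfibril protein fibrillin 2 (log2 fold change 1.91, SE 0.37, and 0.62 with the length trend removed), and Loxl1, which encodes a cross-linking enzyme of elastin (1.53, SE 0.41). Ctgf, which encodes connective tissue growth factor, had a log2 fold change of 2.01 (SE 0.43). The median was 2.38 without WT replicate 2 and 1.0 with the length trend removed.

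Among 28 genes of proteoglycans and hyaluronan metabolism, 23 had a positive fold change and 12 were higher in every KO library than in both WT libraries, with a median of 0.68 (camera, adjusted p = 1.7e-06, and adjusted p = 0.315 with an estimated correlation). Adjusted over the list alone 3 passed, against 0 over all genes tested, and 4 were called higher in the authors' deposited table. These were Hspg2, Fmod (fibromodulin, log2 fold change 2.5, SE 0.45), Bgn (biglycan, 1.84, SE 0.38) and Vcan (versican, 2.41, SE 0.61). The median was 1.47 without WT replicate 1, 1.63 without WT replicate 2 and 0.69 with the length trend removed. The list of 30 matrix proteases and inhibitors did not pass (median 0.35, adjusted p = 0.106). Its median was 1.16 without WT replicate 2, 1.07 in WT replicate 1 and KO replicates 1 and 2, whose titles share a code, and -0.03 without WT replicate 1. Each of these fits holds 1 WT library, so a call there would contain no spread between WT libraries. Its members Adam19 (2.01, SE 0.42) and Adamts2 (2.10, SE 0.57) were called higher in the authors' deposited table, with adjusted p = 0.00142 and 0.0496.

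Across all genes, 0 of 14244 passed an adjusted p of 0.05 in the edgeR quasi-likelihood test. At an unadjusted p under 0.05 there were 832 genes, 651 of them higher and 181 lower in KO, where 712 would be expected by chance. Every KO library lay above both WT libraries for 1929 genes (13.5%) and below both for 1575 (11.1%), and chance gives 10% in each direction. On the same counts the edgeR likelihood-ratio test called 45 genes, limma-voom 0 and DESeq2 379. Without WT replicate 1 the quasi-likelihood test called 245, and 0 without any other library. The authors' deposited table calls 184 genes of the 12872 to which it gives an adjusted p, 175 higher and 9 lower. All 184 had the same direction in the quasi-likelihood fit and no overlap between the groups, and 183 had an unadjusted p under 0.05 there.

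The libraries of a group differed widely, and the median biological coefficient of variation was 63%. On simulated counts with the dispersion of these libraries, the quasi-likelihood test recovered 2% of genes changed 4-fold and 62% of those changed 16-fold, with 1 false call among 14044 unchanged genes. DESeq2 with a prior on fold changes, the form that matched the authors' values, recovered 28% and 88%, with 72 false calls.

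The 12 largest rises among the authors' calls were chosen by the size rule after the fit had called no gene. They were ranked by the authors' log2 fold changes, while the folds below come from the edgeR fit and the counts. The orders differ. Col9a2, at least 199-fold higher by counts, was not among the 12, with an authors' log2 fold change of 2.77. Frmpd1, which encodes a FERM and PDZ domain protein, had no read in WT and was at least 362-fold higher in KO. Inadl (a tight junction scaffold) was at least 222-fold, Ereg (the growth factor epiregulin) at least 182-fold and Ctnna2 (an alpha-catenin) at least 133-fold higher. Prkdc, the catalytic subunit of DNA-dependent protein kinase, had 2 reads in WT and 4.09 to 14.0 CPM in KO, a ratio of 479 (132 to 3962). Pag1, an adaptor of lipid rafts, had a ratio of 289 (79.6 to 2388), and Il1rn, the interleukin 1 receptor antagonist, one of 360 (64.2 to 14246). Hivep1, a zinc finger transcription factor, had a log2 fold change of 6.52 (SE 1.23), Plxnb1, a semaphorin receptor, 5.04 (SE 1.06) and Adamts19, a metalloprotease, 4.06 (SE 0.80). Tnc and Col5a3 complete the group. In the authors' deposited table the adjusted p of these 12 genes lay between 1.73e-12 and 0.000861.

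The 9 genes called lower in the authors' deposited table had adjusted p-values between 0.00153 and 0.0459. Oprl1, the nociceptin receptor, had no read in any KO library and was at least 261-fold lower. Fcer1a, the alpha chain of the IgE receptor, also had none and was at least 132-fold lower. Naip2, an inflammasome sensor with near-identical paralogs, had 3.80 to 4.49 CPM in WT and 0 to 0.0948 in KO. Rbp7, a retinol-binding protein, had a log2 fold change of -2.26 (SE 0.51) and Trmt12, a tRNA-modifying enzyme, one of -2.15 (SE 0.54). Rnf13, Mettl25, Atg16l1 and Hiat1 had log2 fold changes of -1.57, -1.52, -1.38 and -1.29. Atg16l1 encodes a core autophagy protein.

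Developmental signalling lists also ranked higher in KO with the preset correlation. Of 36 TGF-beta and BMP genes, 30 had a positive fold change, with a median of 0.78 (camera, adjusted p = 4.8e-05, and adjusted p = 0.638 with an estimated correlation). Tgfb2, a ligand of valve development, had a log2 fold change of 1.54 (SE 0.58) and the receptor gene Bmpr2 1.80 (SE 0.84), and neither passed. Without WT replicate 1 these were 0.95 and 1.08, without WT replicate 2 they were 2.48 and 3.17, and Bmpr2, with a transcript of 12899 nt, stood at 0.23 with the length trend removed. Of 35 Wnt genes 26 were positive, with a median of 0.60 (adjusted p = 0.00567, and 0.676 with an estimated correlation). Dchs1, an atypical cadherin of planar cell polarity, had a log2 fold change of 2.40 (SE 0.64) and adjusted p = 0.0291 in the authors' deposited table. Celsr1, another such cadherin, had no read in WT and was at least 64.8-fold higher. Without WT replicate 1 both lists lost their call, with medians of 0.44 and 0.26, and without WT replicate 2 their medians were 1.85 and 2.37. The Wnt list covered 41 and 40 genes in these fits. With the length trend removed the medians of both lists were 0.43 and 0.30. The Notch list of 15 genes did not pass (median 0.28, adjusted p = 0.123, and a median of -0.10 with the length trend removed, 0.58 without WT replicate 1, 0.90 without WT replicate 2 and 0.14 without KO replicate 2). With the length trend removed the median of all genes was -0.107, and camera ranked the Notch list higher, with no call. In it 1 gene passed adjusted over the list alone, against 0 over all genes tested. Notch2 stood at 3.42 and 2.15 CPM in WT and 28.1, 47.8 and 21.9 in KO (adjusted p = 2.11e-05 in the authors' deposited table), and Notch1 had a log2 fold change of 1.91 (SE 0.55).

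Chondrogenic and osteogenic genes had a median log2 fold change of 1.93 over 16 genes, 15 of them positive (camera, adjusted p = 0.00136, and 0.315 with an estimated correlation). Sox5, a transcription factor of cartilage, stood at 1.45 and 1.40 CPM in WT and 7.49, 11.3 and 7.98 in KO, with adjusted p = 0.0098 in the authors' deposited table. Spp1, which encodes osteopontin, had a log2 fold change of 4.61 (SE 1.59), and 2.57 without KO replicate 3. The call was lost without WT replicate 1 (median 2.63), and the median was 0.93 without KO replicate 1 and 1.16 without KO replicate 2. It was 1.39 with the length trend removed. With fewer genes of low counts the median was smaller. It was 0.95 over 10 genes with a filter of 1 CPM in 3 libraries. With a mean of at least 20 normalized reads it was 1.10 over 12 genes.

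Of 24 genes of valve endothelium and endocardium 16 were positive, with a median of 0.40 (camera, adjusted p = 0.00862, and 0.697 with an estimated correlation). The direction turned without WT replicate 1, where camera ranked the list lower (median -0.42). Without WT replicate 2 the median was 2.48, and without KO replicate 2 the call was lost (median 0.19). It was 0.08 with the length trend removed. Npr3, a natriuretic peptide receptor of the endocardium, was the 1 gene of this list to pass adjusted over the list alone, against 0 over all genes tested. It stood at 12.8 and 10.2 CPM in WT and 61.9, 83.2 and 86.3 in KO, with adjusted p = 1.34e-07 in the authors' deposited table. Vwf, von Willebrand factor, had a log2 fold change of 2.41 (SE 0.74), and 4.08 without WT replicate 2. The list of 22 interstitial cell markers did not pass (median 0.47, adjusted p = 0.134). Its median was 0.98 without WT replicate 2, 1.18 in the libraries with the shared title code and 0.23 without KO replicate 2. Pdgfrb, a growth factor receptor of mesenchymal cells, had a log2 fold change of 1.64 (SE 0.38) and adjusted p = 0.0151 in the authors' deposited table. Smooth muscle and myofibroblast genes had a median of 0.99 over 18 genes, 16 of them positive (adjusted p = 0.00266, and 0.588 with an estimated correlation). Cnn1, which encodes calponin, had a log2 fold change of 1.84 (SE 0.71), which was 3.34 without WT replicate 1 and 1.107 without WT replicate 2. Without WT replicate 2, without KO replicate 3 and in the libraries with the shared title code that list lost its call, with medians of 0.42, 0.59 and 0.40, and without WT replicate 1 its median was 1.81. It was 0.58 with the length trend removed.

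The lists of cilium genes did not pass with all 5 libraries. The 30 genes of intraflagellar transport and ciliary motors had a median log2 fold change of -0.06 and a mean of 0.29, and camera ranked them lower (adjusted p = 0.911). The sign of this median turned, to 0.38 without WT replicate 1, 0.01 without WT replicate 2, 0.12 without KO replicate 2, 0.04 without KO replicate 3, 0.02 in the libraries with the shared title code and 0.11 with the length trend removed, and the median was -0.18 without KO replicate 1. Wdr60 and Dync2h1, both of the dynein that carries cargo back down the cilium, had log2 fold changes of 3.13 (SE 1.49) and 3.58 (SE 1.94), and Dync2h1 had no read in WT replicate 1. The 44 genes of the primary cilium and basal body had a median of 0.39 (adjusted p = 0.337), which was 0.13 without WT replicate 2, 0.23 without KO replicate 2 and 0.09 with the length trend removed. Tub had no read in WT or in KO replicate 1 and was at least 264-fold higher in KO as a group, and Cc2d2a, of the ciliary transition zone, had a log2 fold change of 4.22 (SE 1.90). The 18 Hedgehog genes, a pathway that signals through cilia, had a median of 0.52 (adjusted p = 0.0841). Their median was 0.30 with the length trend removed and 1.67 in the libraries with the shared title code. Without WT replicate 2 the median was 2.03, and the list was called higher without KO replicate 1 (0.47, adjusted p = 0.0212). Boc, a Hedgehog co-receptor, had a log2 fold change of 1.72 (SE 0.73), and 1.13 and 2.65 without WT replicates 1 and 2. Gli2 had no read in WT and 43, 152 and 1 in KO replicates 1, 2 and 3, at least 55.7-fold higher in KO as a group. The 9 exocyst genes had a median of 0.20 (adjusted p = 0.597, and a median of -0.05 with the length trend removed, -0.09 without WT replicate 1, 0.61 without WT replicate 2 and 0.06, 0.30 and 0.44 without KO replicates 1, 2 and 3). Growth factor response genes of the ERK pathway had a median of 0.59 over 28 genes (adjusted p = 0.0623). The median was 0.92 without WT replicate 1. They were called higher without KO replicate 1 (adjusted p = 0.0431), with no filter on low counts (0.0470) and with a filter of 1 CPM in 3 libraries (0.0146). In the libraries with the shared title code their median was 0.62. Igfbp5 had a log2 fold change of 2.36 (SE 0.68), and 3.77 without WT replicate 2, and Pdgfc one of 2.58 (SE 0.82).

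**Figure D2:**
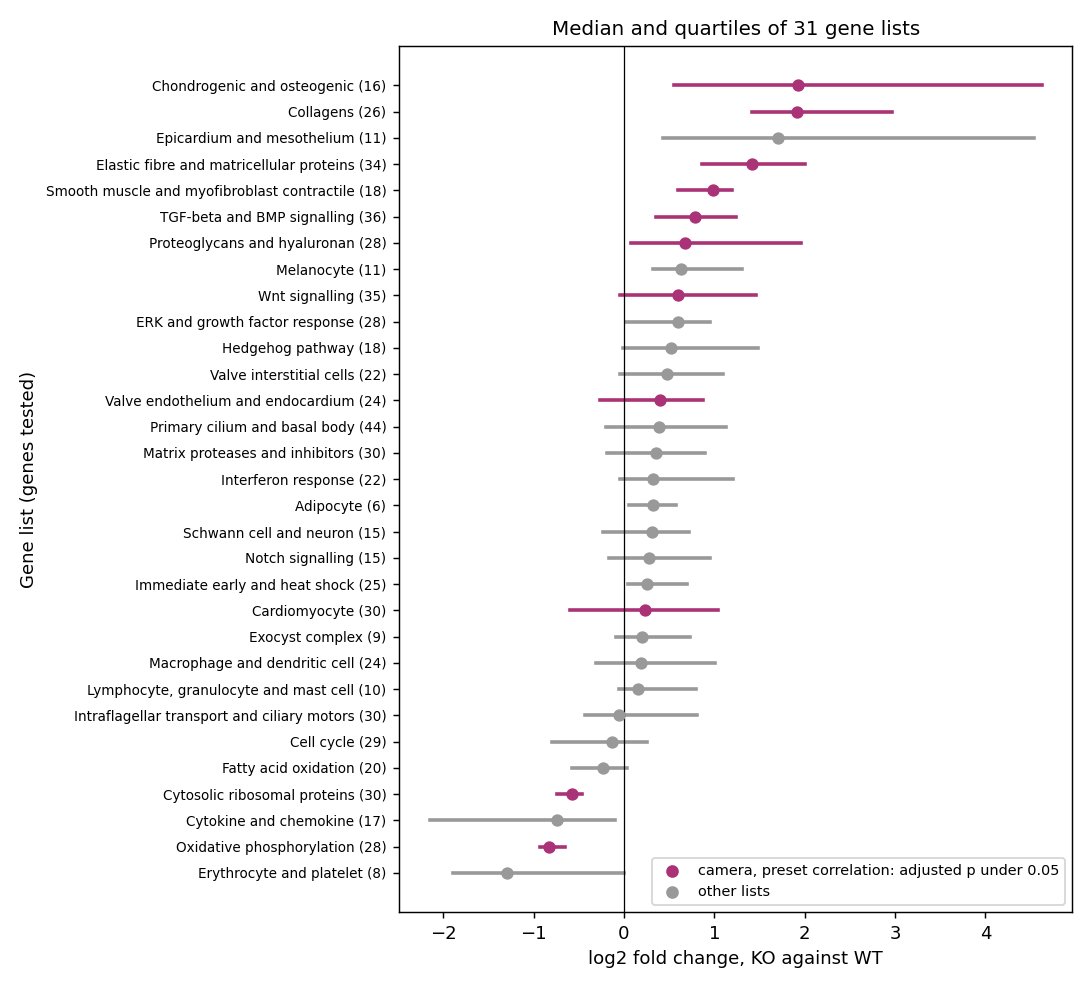
Median log2 fold change (points) and quartiles (bars) of KO against WT for 31 gene lists, with the number of genes tested in brackets. Coloured lists had an adjusted p under 0.05 by camera with a preset correlation, 9 of them ranking higher and 2 lower, and 0 did with an estimated correlation. The cardiomyocyte median of 0.23 is -0.04 with the GC trend removed, where the median of all genes is -0.157 and camera still called the list higher.

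Heart muscle transcripts differed widely between the WT libraries. The 30 cardiomyocyte genes took 8.57% of reads in WT replicate 1 and 0.028% in WT replicate 2, and 5.75, 4.22 and 5.63% in KO replicates 1, 2 and 3. Their median log2 fold change was 0.23, with 18 positive (camera, adjusted p = 4.8e-05, and 0.676 with an estimated correlation). With the GC trend removed it was -0.04, where the median of all genes was -0.157. Camera still called the list higher there (adjusted p = 3.4e-05). The direction turned without WT replicate 2, where camera ranked the list lower (median -0.76), and in the libraries with the shared title code (-0.89). Without WT replicate 1 the median was 8.46, and without KO replicates 1, 2 and 3 it was -0.0020, 0.37 and 0.11. Myh6, the alpha myosin heavy chain, stood at 583 and 2.29 CPM in WT and 1311, 1901 and 2461 in KO.

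The 28 genes of oxidative phosphorylation had negative fold changes in the fit, with a median log2 fold change of -0.83 (camera, adjusted p = 0.00229, and 0.697 with an estimated correlation), but 0 of them were lower in every KO library than in both WT libraries. WT replicate 2 lay below the KO libraries, with a median log2 deviation from the mean of the libraries of -1.03, against 1.48 for WT replicate 1 and 0.36, -0.44 and -0.29 for the KO replicates. Ndufb8, of respiratory complex I, stood at 3930 and 644 CPM in WT and 1296, 751 and 985 in KO. The direction turned without WT replicate 1, where camera ranked the list higher (median 0.93). Without WT replicate 2 the median was -1.58, and the call was lost without KO replicate 2 (-0.71) and with the length trend removed (-0.37). The 30 cytosolic ribosomal protein genes also had negative fold changes, with a median of -0.57 (camera, adjusted p = 7.5e-07, and 0.676 with an estimated correlation), and 14 were lower in every KO library than in both WT libraries. Rps14 had a log2 fold change of -1.09 (SE 0.40) and Rps9 of -0.99 (SE 0.40), and without WT replicate 2 these were -0.65 and -0.44. That call was lost without WT replicate 2 (median -0.21), in the libraries with the shared title code (-0.12) and with the length trend removed (-0.22), and the median was -0.93 without WT replicate 1. The 20 genes of fatty acid oxidation had a median of -0.23 while camera ranked them higher, with no call (adjusted p = 0.899). Camera ranked them higher without WT replicate 1 (median 1.26) and lower without WT replicate 2 (-1.19) and in the libraries with the shared title code (-1.16). The medians without KO replicates 1, 2 and 3 were -0.49, -0.05 and -0.36. Cpt1a, which admits fatty acids to mitochondria, had a log2 fold change of 1.46 (SE 0.52), and 0.97 without WT replicate 1.

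Lists for blood and immune cells did not pass with all 5 libraries unless the length trend was removed, which gave 1 call, and single libraries moved them. The 24 genes of macrophages and dendritic cells had a median of 0.19 (camera, adjusted p = 0.506). They were called higher with the length trend removed (median 0.27, adjusted p = 0.0351). Their median was 1.112 without WT replicate 2 and -0.06 without WT replicate 1. It was -0.22 without KO replicate 1, 0.41 without KO replicate 2 and -0.00030 without KO replicate 3. Itgam, an integrin of macrophages, had no read in WT and 136, 6 and 184 in KO replicates 1, 2 and 3, at least 92.7-fold higher in KO as a group. The 10 genes of lymphocytes, granulocytes and mast cells had a median of 0.16 (adjusted p = 0.919), which was -0.06 without KO replicate 2, 0.42, 0.98 and 0.76 without WT replicate 1, WT replicate 2 and KO replicate 3, and -0.02 with the GC trend removed. The 8 genes of erythrocytes and platelets had a median of -1.30 (adjusted p = 0.194), which was 0.78 without WT replicate 2, 0.98 in the libraries with the shared title code and -0.39 without WT replicate 1. These fits covered 10, 10 and 9 genes of the list, and camera ranked it lower in each. The 22 interferon response genes had a median of 0.33 (adjusted p = 0.632) and were called lower without KO replicate 1 (-0.49, adjusted p = 0.049999), with medians of 0.85, 0.56 and 0.60 without WT replicate 2, KO replicate 2 and KO replicate 3. The 17 cytokine and chemokine genes had a median of -0.74 (adjusted p = 0.0623). It was 2.46 over 21 genes without WT replicate 2 and 2.81 over 20 genes in the libraries with the shared title code. They were called lower without KO replicate 1 (-0.81, adjusted p = 0.0212), and the median was -1.12 without WT replicate 1 and -0.36 without KO replicate 3. Il6 and Cxcl5 had no read in KO and were at least 53.9-fold and 26.2-fold lower.

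Among lists of other cell types and states, epicardial and mesothelial genes had a median of 1.70 over 11 genes (camera, adjusted p = 0.0563), which was -0.13 without KO replicate 2 and 3.23 without WT replicate 1. They were called higher without KO replicate 1 (adjusted p = 0.000126), with DESeq2 size factors (0.0438), upper-quartile scaling (0.0497) or no filter on low counts (0.0174), and with the length trend (0.0094) or the GC trend (0.0344) removed. Melanocyte genes had a median of 0.64 over 11 genes (adjusted p = 0.106). They were called higher without KO replicate 2 (0.87, adjusted p = 0.00411), and the median was 0.13 without KO replicate 1, 1.03 without WT replicate 2 and 0.20 with the length trend removed. Schwann cell and neuron genes had a median of 0.31 over 15 genes (adjusted p = 0.899), which was -0.39 without KO replicate 2 and 0.67, 0.56 and 0.58 without WT replicate 1, WT replicate 2 and KO replicate 3. Adipocyte genes had one of 0.32 over 6 genes (adjusted p = 0.272). It was 2.23 without WT replicate 1, -0.54 without WT replicate 2 and -0.80 in the libraries with the shared title code. Without KO replicates 1, 2 and 3 it was 0.11, 0.67 and 0.08. Cell cycle genes had a median of -0.13 over 29 genes (adjusted p = 0.223), which was 0.26 without WT replicate 1 and -0.07 without KO replicate 3. They were called lower without KO replicate 1 (-0.32, adjusted p = 0.0223). The median was -0.59 without WT replicate 2 and -0.51 in the libraries with the shared title code. Immediate early and heat shock genes had a median of 0.25 over 25 genes (adjusted p = 0.620). It was 0.83 without WT replicate 2 and 1.15 in the libraries with the shared title code. Without WT replicate 1, KO replicate 2 and KO replicate 3 it was -0.03, 0.0045 and 0.41. Of the sex-linked check list too few genes were tested for a list test. Reads from Ddx3y, Eif2s3y, Kdm5d and Uty, which lie on the Y chromosome, numbered 1273, 1544, 431 and 1138 in KO replicate 3, which had no Xist read. The other libraries had 0 reads from these 4 genes, except 4 from Ddx3y in WT replicate 1, and between 659 and 3969 from Xist.

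Fold changes moved with transcript length. In the decile of genes with the shortest transcripts (median 920 nt) the median log2 fold change was -0.55, and in the decile with the longest (median 8172 nt) it was 0.99. Across genes, which are not independent replicates, Spearman's rho of length with the fold change was 0.42 over 14131 genes. The 175 genes called higher in the authors' deposited table had a median length of 6497 nt, against 2782 nt for the 9 lower genes and 3068 nt for all genes tested. The 88 genes of the collagen, elastic fibre and proteoglycan lists had a median log2 fold change of 1.46, and random lists matched to them on length and expression had one of 0.15. A DESeq2 fit of the authors' kind called 179 genes, 171 higher and 8 lower. On the 14131 genes with a length that passed the filter it called 82, 79 of them higher, and with the length trend removed from the same genes 28, 16 higher and 12 lower. Of single genes named above, the log2 fold changes of Hspg2, Vcan, Adam19 and Adamts2 were 1.99, 0.93, 1.205 and 1.16 with the length trend removed. Those of Dchs1, Notch1, Notch2 and Sox5 were 1.15, 0.78, 2.23 and 1.70, and those of Vwf, Pdgfrb, Dync2h1 and Rps14 were 1.38, 1.08, 1.87 and -0.64.

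**Figure D3:**
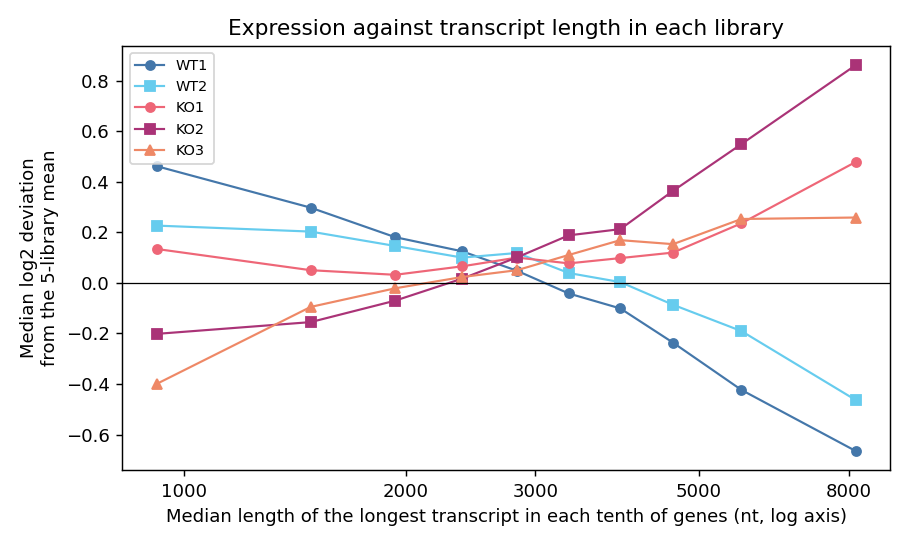
Median log2 deviation of each library from the mean of the 5 libraries (vertical axis) in deciles of genes ordered by transcript length (horizontal axis, median length in nucleotides, log scale). In the longest decile the WT replicates lie at -0.66 and -0.46 and the KO replicates at 0.48, 0.86 and 0.26.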

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

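The transcript length and GC corrections, the fit without robust estimation, DESeq2 with a prior on fold changes and the reruns of the authors' form of DESeq2 were chosen after the data were seen. Alternatives planned for a table of normalized values, or of the authors' comparison alone, were not run because counts were deposited. No paired analysis was possible because the labels give the groups no shared replicate numbers. The count of 0 genes in the edgeR quasi-likelihood test (832 at an unadjusted p under 0.05) stayed 0 under other scalings and filters, limma-voom and the corrections, and was 45 in the likelihood-ratio test, 379 in DESeq2, 179 in DESeq2 with a prior on fold changes and 184 in the authors' deposited values. Leaving out each library gave between 0 and 245 calls, the latter without WT replicate 1, where the lone WT library is assumed to vary like the KO group. The 184 calls of the authors' deposited table became 252 at an adjusted p under 0.1 and 76 under 0.01. Reruns gave between 10 (without KO replicate 2) and 1440 calls (without WT replicate 2, 406 of them lower), with 1210 without WT replicate 1 (216 lower) and 64 and 56 without KO replicates 1 and 3, 82 on the genes past the edgeR filter with a transcript length, and 28 on these with the length trend removed. The log2 fold change of Ift88 stayed negative in every alternative, between -3.05 and -1.12, and its adjusted p lay between 0.330 and 1.0.

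Of the 11 lists called, 0 were called with an estimated correlation or by fry. Among all lists tested, those outside the 11 included, between 10 and 17 were called without 1 KO library, 17 without KO replicate 1. Collagens, elastic fibre and proteoglycans kept their call in 13 of 15 alternatives. Without 1 library the median ranged from -0.76 to 8.46 for cardiomyocytes, from -1.58 to 0.93 for oxidative phosphorylation and from -0.42 to 2.48 for endothelium. The cardiomyocyte median was -0.89 in the libraries with the shared title code and -0.044 with the GC trend removed. Of single genes, Cpa3 ranged from -2.27 to 1.12, Itga2b from -2.36 to 0.61, Fabp4 from -1.51 to 2.41 and Ndufb8 from -1.96 to 0.62 without 1 library. With the shared title code Cpa3 was 1.08, Itga2b 0.84 and Hadha -0.0054, and Fabp4 was 0.57 in limma-voom and 0.0062 with the length trend removed. The cause of these turns was not tested. The median of all genes moved by -0.144 (log2) with the GC trend removed and by -0.094 with the length trend removed. It moved by 0.166 without WT replicate 1, 0.267 without WT replicate 2 and 0.247 with the shared title code. Changes in these settings are relative to it. Depth limits genes near the floor of 3 counts, which is between 0.0520 and 0.123 CPM in a library.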

Other observations

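The collagen, elastic fibre and proteoglycan lists were fixed before the data were examined, and their camera and fry results are repeated from above. The other tests in this part, and the genes that the naming rule did not take, were chosen after the results were seen. Of 16 laminin, nidogen, hemicentin and agrin genes 14 were tested, all 14 had a positive fold change (median log2 1.47, the same with Lamc3, which had no read in WT, at its bound), and 9 were higher in every KO library than in both WT libraries, where 13.5% of all genes tested were. These are long transcripts (4867 to 17908 nt), and with the length trend removed the median was 0.53 and 11 of the 14 were positive. Called higher in the authors' deposited table were 4 of them, Nid2, Hmcn1, Lamc1 and Lamb3, with adjusted p = 0.00153, 4.66e-05, 0.0104 and 0.0212. Nid2, which encodes nidogen 2, stood at 26.3 and 13.8 CPM in WT and 88.8, 116 and 167 in KO. Hmcn1 stood at 8.03 and 13.8 in WT and 76.4, 68.9 and 56.8 in KO.

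Markers of the heart chambers differed between libraries of 1 group. Myl2 and Myl3, which encode light chains of ventricular myosin, stood at 8687 and 11600 CPM in WT replicate 1, at 4503 and 4993 in KO replicate 1, at 724 and 819 in KO replicate 2 and at 512 and 685 in KO replicate 3. The atrial light chain gene Myl7 stood at 556, 149, 5081 and 6871 in the same libraries, and all 3 genes were at 10.1 or less in WT replicate 2. The atrial genes Myl4 and Sln went with Myl7. In WT replicate 1 and KO replicates 1, 2 and 3 they stood at 601, 217, 1239 and 2947 and at 2.85, 0, 613 and 489. The atrial gene Nppa did not, at 1544, 345, 43.6 and 495 in these libraries. Fcer1a had 98 and 240 reads in WT and 0 in KO. Cpa3, Cma1 and Tpsb2, other genes of mast cells, had 133, 5 and 14 reads in WT replicate 1, 2974, 1490 and 2899 in WT replicate 2, 84, 136 and 70 reads in KO replicate 1, 793, 755 and 1290 in KO replicate 2, and 285, 507 and 739 in KO replicate 3. Mcpt4, also a gene of mast cells, went the other way from Fcer1a. It had 0 and 56 reads in WT replicates 1 and 2 and 49, 298 and 367 in KO replicates 1, 2 and 3.

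The 3 matrix lists had a median log2 fold change of 1.46 over 88 genes and ranked higher in KO with a preset correlation, but not with an estimated one (adjusted p = 0.315 for collagens and proteoglycans and 0.360 for elastic fibre) or by fry (0.159), and 16 of 26, 21 of 34 and 12 of 28 genes of collagens, elastic fibre and proteoglycans were higher in every KO library than in both WT libraries. The transcript length trend is argued against as the whole cause, since this median lay at percentile 100 of 10000 random lists matched on length and expression (median of those lists 0.15, highest 0.55). Heart muscle RNA diluting the WT leaflets is argued against by the median difference from each WT library, 2.13 from WT replicate 1 with the most muscle reads and 1.24 (95% bootstrap interval 0.85 to 1.51) from WT replicate 2 with the fewest, and animal sex in KO replicate 3 as the whole cause by that of KO replicates 1 and 2, which had Xist reads, from the WT libraries, 1.79 (1.39 to 2.0). A larger share of interstitial cells cannot be told apart from other causes, since 21 markers of these cells outside the matrix lists went both ways (quartiles -0.03 and 1.16), by more than their median lay below that of the matrix genes (-0.95, -1.49 to -0.48), and had shorter transcripts (median 2157 nt). The 10 splits of the 5 libraries are too few for a share under 0.05 (real median 1.63, highest other 1.26 in size, and 1 split as large, the real one). These medians are of log2 differences between group means, and not of the fitted fold changes that gave 1.46. The intervals come from resampling genes, which are not independent, and hold no spread between libraries or animals. An effect of the genotype and unstated differences between the animals may each remain, as untested hypotheses.

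Longer transcripts were higher in the KO libraries. Sequencing depth is argued against, since the rho of length with the difference between 1 KO and 1 WT library was positive in all 6 such pairs, from 0.172 (0.156 to 0.187) to 0.343, whether the KO library was the deeper or the shallower. Heart muscle RNA is argued against, since rho was 0.312 against WT replicate 1 and 0.252 (0.237 to 0.268) against WT replicate 2. The intervals of rho come from resampling genes, which are not independent, and hold no spread between libraries or animals. Differences in RNA integrity or cDNA length between single libraries cannot be told apart from an effect of the genotype. The reason is that rho also reached 0.215 between KO replicates 1 and 2, and no label gives RNA quality. The 10 splits of the 5 libraries are too few for a share under 0.05. For the group of 3 minus the group of 2, rho was 0.373 in the real split. In the others it lay between -0.347 (KO replicates 2 and 3 as the group of 2) and 0.18.

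Genes higher in KO outnumbered genes lower in KO among the authors' calls, with 95.1% of the 184 calls higher, and in reruns 994 of 1210 without WT replicate 1 and 1034 of 1440 without WT replicate 2. The transcript length trend may account for this asymmetry, since with it removed 57.1% of the 28 calls were higher (95% exact interval 37.2 to 75.5%). On the same genes without the correction 82 were called, 79 of them higher. With it the median log2 fold change of 162 of the authors' calls, those with more than 3 reads in each group, went from 2.22 (quartiles 1.81 and 2.74) to 1.44 (0.90 and 2.14), so calls ended with smaller folds, and 18 of the 28 were among the authors' calls. The 10 splits of the libraries are too few for a share under 0.05. By number of calls 1 split was as large, the real one (179, against 70 for the highest other). That count ignores direction. In the real split 171 of 179 calls were higher in the group of 3. With KO replicate 3 and either WT library as the group of 2, 38 of 42 were. With WT replicate 2 and KO replicate 1 it was 25 of 30. It was 43 of 70 with WT replicate 1 and KO replicate 1, and 9 of 40 with KO replicates 2 and 3. The remaining splits had 11 calls or fewer. A similar asymmetry thus arose in some splits other than the real one. Whether the length trend is technical or belongs to the knockout stays open.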
